# MicroRNA sequencing of rat hippocampus and human biofluids identifies acute, chronic, focal and diffuse traumatic brain injuries

**DOI:** 10.1038/s41598-020-60133-z

**Published:** 2020-02-24

**Authors:** Harris A. Weisz, Deborah Kennedy, Steven Widen, Heidi Spratt, Stacy L. Sell, Christine Bailey, Melinda Sheffield-Moore, Douglas S. DeWitt, Donald S. Prough, Harvey Levin, Claudia Robertson, Helen L. Hellmich

**Keywords:** Molecular neuroscience, Translational research

## Abstract

High-throughput sequencing technologies could improve diagnosis and classification of TBI subgroups. Because recent studies showed that circulating microRNAs (miRNAs) may serve as noninvasive markers of TBI, we performed miRNA-seq to study TBI-induced changes in rat hippocampal miRNAs up to one year post-injury. We used miRNA PCR arrays to interrogate differences in serum miRNAs using two rat models of TBI (controlled cortical impact [CCI] and fluid percussion injury [FPI]). The translational potential of our results was evaluated by miRNA-seq analysis of human control and TBI (acute and chronic) serum samples. Bioinformatic analyses were performed using Ingenuity Pathway Analysis, miRDB, and Qlucore Omics Explorer. Rat miRNA profiles identified TBI across all acute and chronic intervals. Rat CCI and FPI displayed distinct serum miRNA profiles. Human miRNA profiles identified TBI across all acute and chronic time points and, at 24 hours, discriminated between focal and diffuse injuries. In both species, predicted gene targets of differentially expressed miRNAs are involved in neuroplasticity, immune function and neurorestoration. Chronically dysregulated miRNAs (miR-451a, miR-30d-5p, miR-145-5p, miR-204-5p) are linked to psychiatric and neurodegenerative disorders. These data suggest that circulating miRNAs in biofluids can be used as “molecular fingerprints” to identify acute, chronic, focal or diffuse TBI and potentially, presence of neurodegenerative sequelae.

## Introduction

Among the global health challenges posed by traumatic brain injuries (TBI)^1^ is the need for better understanding of the TBI-induced mechanisms that lead to lasting and life-altering cognitive and neurobehavioral dysfunction and a need for improved classification of TBI subgroups. One potential approach is a “liquid biopsy,” a blood test such as that recently reported to permit earlier detection of eight common types of cancer^2^. Because small, non-coding microRNAs (miRNAs) are stable in circulating biofluids and have been identified as potential, non-invasive disease-specific biomarkers^3^, we hypothesized that circulating miRNAs may identify the occurrence of TBIs in acute and long-term survivors and that distinct miRNA profiles could potentially discriminate among subgroups of TBI patients.

MiRNAs post-transcriptionally regulate gene expression by translationally repressing mRNA targets; they regulate most cell signaling pathways involved in development, cell function and disease^4^. In the brain, altered miRNA expression is linked to neurodegenerative disorders^5^. In previous rat TBI studies, we reported that 24 h after experimental TBI, injury-induced miRNAs suppressed expression of pro-survival genes in dying hippocampal neurons^6^. These miRNA target genes, according to the Online Mendelian Inheritance in Man (OMIM) database, lead to human disease when dysregulated, mutated or deleted^7^. To test our hypothesis that persistent, long-term dysregulation of hippocampal miRNAs could partly explain chronic neurodegeneration after TBI, we designed a long-term survey of miRNA expression in rat hippocampus after TBI using unbiased next-generation sequencing (NGS).

Advances in NGS technologies have great potential to improve precision medicine and clinical practice^8^. Since our objective was to evaluate the translational potential of rat miRNA-seq results, we sequenced a limited set of archived human TBI serum samples representing multiple acute and chronic post-injury intervals and age-matched control serum. In these exploratory studies with rat and human tissues, we tested three hypotheses, 1) miRNA-seq profiles would identify TBI at all acute and chronic post-injury intervals, 2) miRNA-seq profiles would discriminate between focal and diffuse TBI and 3) serum miRNA-seq would reveal potential miRNA markers of neuropsychiatric and neurodegenerative sequelae.

## Methods

### Study design

The miRNA-seq and data analyses workflow is shown in Fig. 1A (rat studies) and Fig. 2A (human studies). Detailed methods, including rat surgical procedures, are described in Supplementary Materials and are summarized below. All procedures were done under a protocol (No. 1312056A) approved by the University of Texas Medical Branch at Galveston’s Institutional Animal Care and Use Committee. All procedures performed as part of this study were performed in accordance with institutional, state, and U.S. federal guidelines and regulations.

**Figure 1:**
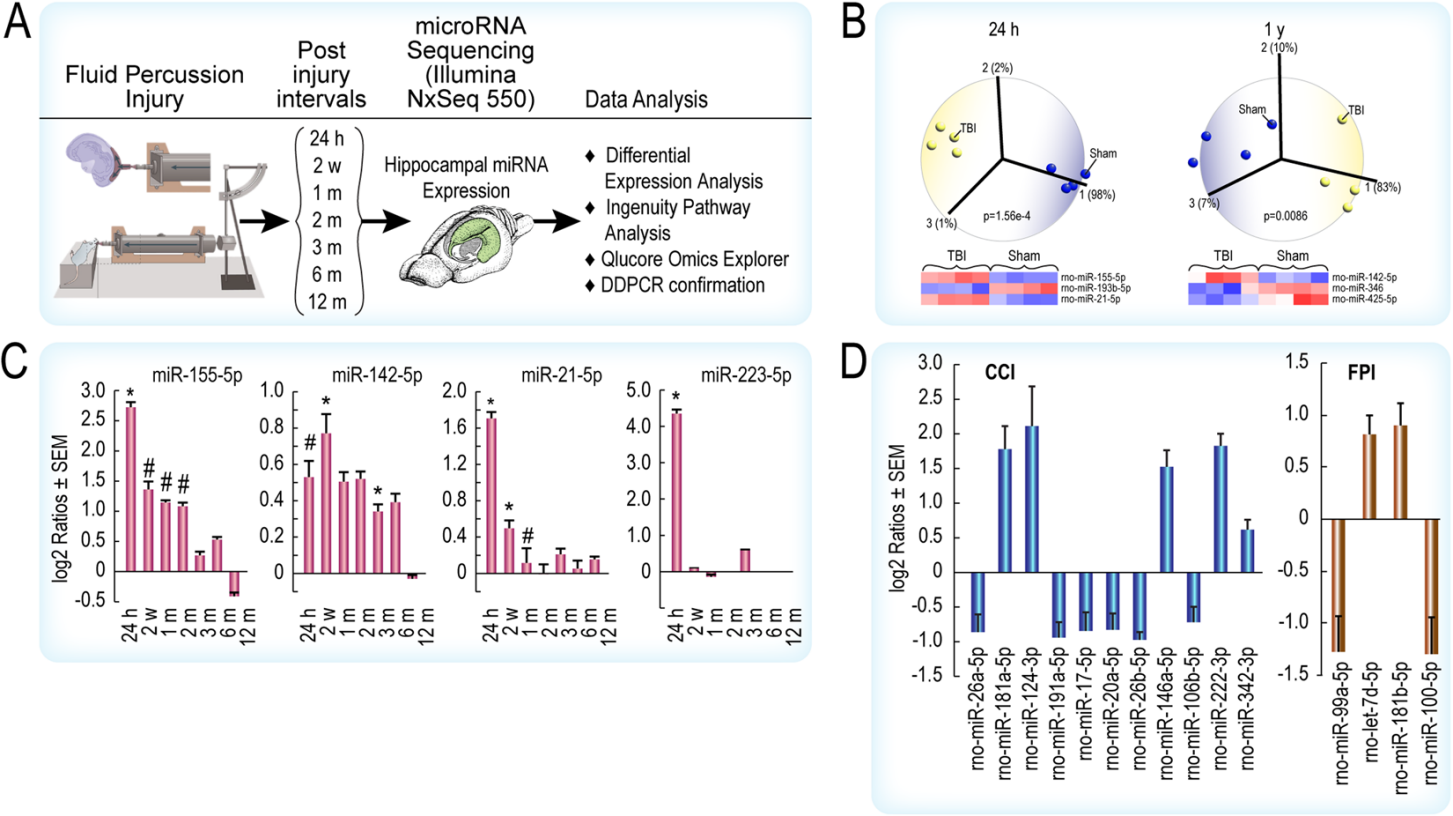
(**A**) Experimental workflow for miRNA-seq analysis of rat hippocampus after fluid percussion injury (FPI). (**B**) Principal component analysis (PCA) revealed miRNAs capable of discriminating between TBI and sham-injured controls at 24 h to 1 y post FPI. (**C**) Analysis of miRNA-seq data in EdgeR and DESeq2 (using both the Wald test and LRT [Likelihood-ratio test] in each) identified four miRNAs that were significantly different compared to sham injured controls in at least one post-injury interval. The *denotes significant [FDR < 0.05] differential expression in both Wald and LRT tests and #denotes significant [FDR < 0.05] differential expression per Wald or LRT test. (**D**) Differentially expressed rat serum miRNAs that are significant compared to sham-injured rats by PCR array analysis after FPI or CCI. Data are displayed graphically as the log2 ratio ± SEM along the y-axis and miRNAs are listed along the x-axis. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) and Qlucore Omics Explorer.

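The paper names the quasi-likelihood F-test of edgeR as its Wald test. The tests run on the deposited counts were the quasi-likelihood test and the likelihood ratio test of edgeR, and the Wald test and the likelihood ratio test of DESeq2, after the same filter. At 24 h, miR-155-5p, miR-21-5p, miR-27a-5p and miR-20a-5p had an adjusted p under 0.05 in all 4 tests, and at 1 m miR-146a-5p did. For miR-155-5p at 2 w, edgeR's quasi-likelihood test gave an adjusted p of 0.158, edgeR's likelihood ratio test 0.00372, DESeq2's Wald test 0.00337 and DESeq2's likelihood ratio test 0.00388. At 1 m the corresponding adjusted p-values for miR-155-5p were 0.0569, 0.00337, 0.00139 and 0.00172. At 2 m they were 0.197, 0.0374, 0.583 and 0.452. For miR-142-5p at 2 w, the adjusted p was 0.0013 in the likelihood ratio test of edgeR, 2.43e-04 in the Wald test of DESeq2 and 2.72e-04 in its likelihood ratio test. miR-21-5p at 2 w had adjusted p-values of 0.0175, 0.0340 and 0.0350 in the same 3 tests and 0.158 in the quasi-likelihood test. None of the 4 tests gave an adjusted p under 0.05 for miR-142-5p at 24 h or 3 m, or for miR-21-5p at 1 m.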

**Figure 2:**
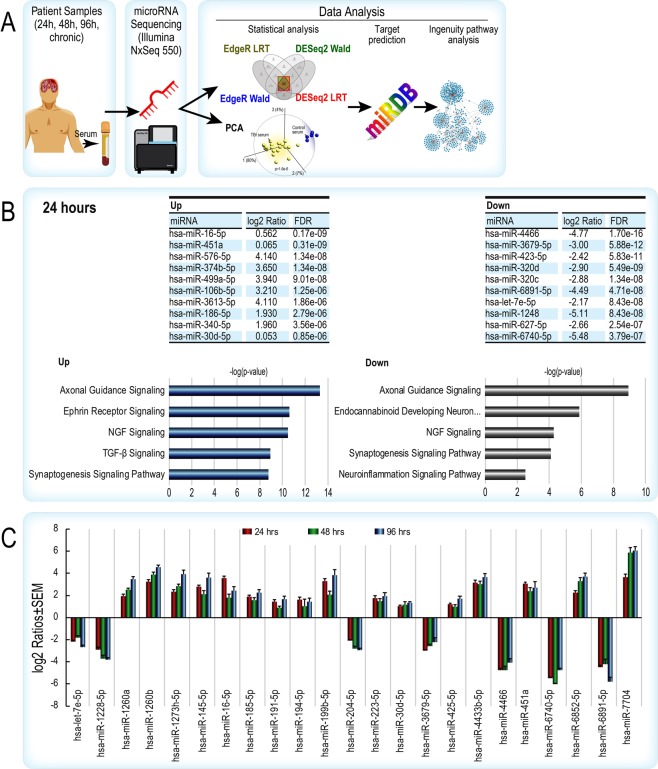
(**A**) Experimental workflow for miRNA-seq and bioinformatic analysis of human uninjured control and TBI patient samples. (**B**) The top 10 up- and down-regulated miRNAs by level of significance (FDR adjusted p-value) in the 24 hr patient cohort. Ingenuity Pathway Analysis of predicted gene targets show the top nervous system-related canonical pathways for the up and down miRNAs, respectively are involved in synaptic plasticity, neurorestorative signaling and neuroinflammation. The x-axes are based on the -log of the Fisher’s Exact p-value. (**C**) Consistent expression of miRNAs across three acute periods after TBI. Data is displayed graphically as the log2 ratio ± SEM (y-axis) and significant miRNAs from the LRT and Wald tests in EdgeR and DESeq2 (x-axis). Red bars indicate 24 hrs, green 48 hrs, and blue 96 hrs after TBI. SEM – standard error of the mean; LRT – likelihood ratio test; hsa – human miRNA. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis).

In the rat studies, for each post-injury interval, we sequenced four TBI and four sham-control hippocampi, thus 56 rats were used for miRNA-seq analysis. In the human studies, we sequenced 51 serum samples (six acute and six aged controls, 33 acute TBI representing 24, 48, 96 h post-injury, six chronic TBI [2–32 years post-injury]). Demographic characteristics are shown in Table 1.

**Table 1:** Patient Demographics and Characteristics.

Variables	24 h*	48 h*	96 h*	Acute	Chronic	Chronic
	(n = 21)	(n = 7)	(n = 5)	Controls (n = 6)	TBI (n = 6)	Controls (n = 6)
Age in years, mean (SD)	34.19 (14.5)	37.86 (14.70)	35.40 (16.53)	32.67 (5.29)	56.00 (9.42)	58.17 (2.80)
GCS, avg.	7.38	6.00	5.60	N/A	ND	N/A
IMPACT (Risk of death)	24.10	29.14	26.00	N/A	ND	N/A
IMPACT (Risk of poor outcome)	40.33	45.14	40.40	N/A	ND	N/A
Sex (M or F)	16M, 5F	6M, 1F	5M	3M, 3F	ND	3M, 3F
Injury Subtype: Focal	15	5	3	N/A	ND	N/A
Injury Subtype: Diffuse	6	2	2	N/A	ND	N/A

GCS: Glasgow Coma Score.

IMPACT: International Mission for Prognosis and Analysis of Clinical Trials (percent risk).

*Blood samples obtained 24, 48 and 96 h post-TBI. 48 h and 96 h blood samples were obtained from a subset of the 24 h TBI.

### Rat hippocampus and serum isolation and PCR array analysis

Total RNA from rat hippocampal tissue was extracted and purified using Ribopure (Ambion) as in Boone and Weisz *et al*.^9^. Serum from rats subjected to FPI and CCI was used for miRNA isolation and PCR array analysis as described in Supplementary Methods.

### Human serum miRNA isolation and precipitation

Archived human TBI serum was used for this pilot study. The samples were initially collected as part of a clinical trial of erythropoietin^10^, and informed consent was obtained from all subjects or their legally authorized representatives for the samples remaining after analyses performed for the trial were completed to be banked and used in future studies. The de-identified samples were stored and distributed under IRB protocol H-13606 at Baylor College of Medicine (Houston, TX; C.R., PI). Use of these samples in the present study was deemed as exempt from review as a human subjects protocol by the IRB at the University of Texas Medical Branch at Galveston, as the materials were from an established tissue/sample bank, had been de-identified, etc. All procedures performed as part of this study were performed in accordance with institutional, state, and U.S. federal guidelines and regulations.

The samples that were selected were from six patients who had an injury that was predominantly a diffuse injury pattern with either a normal CT scan or scattered shear injuries, and 15 patients that had a focal contusion. Detailed miRNA isolation procedures are provided in Supplementary Methods.

### Small RNA sequencing

Small RNA libraries were made using the NEBNext small RNA Multiplex kit (New England Biolabs, Inc.). The library preparation method included a final size fractionation to enrich for inserts of ~22 bases. After purification by polyacrylamide gel-electrophoresis, the sample libraries were pooled and sequenced by the UTMB Next Generation Sequencing Core on an Illumina NextSeq550 (single end 75 base) using TruSeq SBS kit v3 (Illumina) and protocols defined by the manufacturer. The miRDeep2 software package, version 2.0.0.8, was used to trim adapter sequences from the reads and quantify miRNA read counts using the miRBase database, release 22. On average, about 13 million reads were obtained per sample, approximately 80% of the reads passed trimming and filtering and approximately 1.3 million reads per sample mapped to miRNAs. The rat and human miRNA-seq data has been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO Accession numbers GSE131695 and GSE131704).

### MicroRNA target prediction and ingenuity pathway analysis

To infer the regulatory actions of miRNA from sequencing data and improve our confidence that these miRNAs are representative of brain pathology, we performed an iterative process for miRNA target prediction and pathway analysis using a miRNA target prediction online suite, miRDB and Ingenuity Pathway Analysis software; details provided in Supplementary methods.

### Statistical analysis

Differential expression analysis of the miRNA-seq counts was done using two R packages: Empirical Analysis of Digital Gene Expression Data in R (EdgeR) and Differential gene expression analysis based on the negative binomial distribution (DESeq2). Both use the negative binomial distribution to assess differences in miRNA expression using count data and a general linear model (glm) analysis framework. The glm procedure was used to estimate two exact tests: the quasi-likelihood (QL) F-test (the Wald Test) and the likelihood ratio test (LR test). The top tags from each were read out and compared. Additional details are provided in Supplementary Methods.

### Principal component analysis

Qlucore Omics Explorer (QOE, Qlucore, Lund, Sweden) is an intuitive data analysis and data mining software tool that combines speed and advanced analytics for interactive exploration and instant visualization of multivariate data; QOE is built on state-of-the-art mathematical and statistical methods (a general linear statistical model based on R). The dynamic visualization tool in QOE is principal component analysis (PCA), an unsupervised (agnostic to variable and sample annotations), descriptive and data reduction technique^11^ which is derived from calculation of the covariance among the original variables in the data. In essence, PCA extracts essential information from high-dimensional data by finding the directions of maximum variance (how far each value in the dataset is from the mean) and then captures or projects the variance in these many variables into a smaller, easier-to-analyze set of variables. The interactive, PCA approach facilitates heuristic data analysis and enables visualization of the miRNA data in a three-dimensional space after filtering out variables with low overall variance and statistical testing. Because PCA is used both for exploratory data analysis and as a machine learning tool for predictive models, this unsupervised statistical technique is suitable for finding patterns in high-dimensional data such as miRNA-seq.

### Funding

This study was supported by the Moody Project for Translational Traumatic Brain Injury Research. The funders had no role in the study design, data curation, data analysis, data interpretation, writing of the report or decision to submit for publication.

## Results

### Rat studies

We examined FPI-induced miRNA changes in rat hippocampus (Fig. 1A) at seven post-injury intervals (24 h, 2 w, 1, 2, 3, 6 and 12 m). 

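Small RNA from the hippocampus of 4 TBI rats and 4 sham rats was sequenced at each of the 7 intervals, 56 libraries in all. The deposited values are raw read counts for 367 mature rat miRNAs, of which 309 are named as 5p arms, 5 as 3p arms and 53 without an arm. The authors had trimmed the adapters and counted the reads with miRDeep2 against miRBase. At 24 h the total count per library ranged from 3292515 to 9171447 in TBI rats (median 4558716.5) and from 3932433 to 11271301 in sham rats (median 7217560.5). At 2 w the totals were 3093633 to 9058160 after TBI (median 6285423) and 3744029 to 8543956 after sham injury (median 5321664.5). At 1 m they were 5902613 to 9389980 (TBI, median 7413494.5) and 5243965 to 11885871 (sham, median 7858574). At 2 m the sham totals were 5331876 to 8628173 (median 7108154.5), and the TBI totals reached 12468979 (median 8810343.5) but included rat X747 with only 69628 counts, the lowest of the 56 libraries. The TBI libraries at 3 m held 2083604 to 4079505 counts (median 2678606.5) and the sham libraries 3665721 to 7239854 (median 4172231), a difference in mean depth with p = 0.0857 in a two-sided exact permutation test. At 6 m the totals were 2763597 to 5623558 (TBI, median 4297889.5) and 3688311 to 4920906 (sham, median 4637974). At 12 m they were 4714007 to 5818956 (TBI, median 5113329.5) and 3854864 to 6762457 (sham, median 5069252). All values given for the hippocampus use the deposited counts. The miRNAs miR-9a-5p, miR-26a-5p and miR-99a-5p took on average 19.4%, 12.0% and 11.3% of the counts. A miRNA with no reads could have made up at most 0.241 CPM (3 counts, where CPM is the count scaled to library size) of the deepest library and 43.1 CPM of the library of rat X747. These limits cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. For each interval, miRNAs too low to test were removed with the filterByExpr function of edgeR, libraries were scaled by TMM normalization, and TBI was compared with sham by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The choice between this test, the likelihood ratio test and DESeq2 changed the number of significant miRNAs more than the scaling did at 2 w. For example, the 2 w comparison gave 0 miRNAs by the quasi-likelihood test and 8 by the likelihood ratio test of edgeR.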

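PCA was applied at each interval to the log2 CPM (prior count 2) of every miRNA that passed the filter, between 220 and 240 miRNAs, each centred and scaled, without using the group labels. At 24 h the first component held 26.2% of the variance, and none of components 1, 2 and 3 placed all 4 TBI rats on one side of all 4 sham rats. The distance between the groups over all these miRNAs, measured as a pseudo-F ratio, gave p = 0.457 at 24 h in an exact permutation test over the 35 ways of splitting 8 rats into 4 and 4. The same exact permutation test gave p = 0.200 at 2 w, 0.286 at 2 m, 0.200 at 3 m, 0.600 at 6 m and 0.0857 at 12 m. At 1 m the exact permutation test gave p = 0.0286, the smallest value that 35 splits allow, and the second component, with 23.6% of the variance, separated the groups. With 1 rat left out in turn at 1 m, the permutation p ranged from 0.0286 to 0.114. PCA was then repeated on the 3 miRNAs with the lowest p-values in a linear model of TBI against sham. In this form the first component separated TBI from sham rats completely at all 7 intervals. The 3 miRNAs were miR-155-5p, miR-21-5p and miR-27a-5p at 24 h, and the first component held 96.8% of their variance. At 12 m they were miR-148a-5p, miR-1306-5p and let-7e-5p, with 75.6% on the first component. When the labels of the 8 rats were split in the other ways and the 3 miRNAs were selected anew each time, complete separation was obtained in 242 splits, out of 35 at each of the 7 intervals with the real split included.

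**Figure D1:**
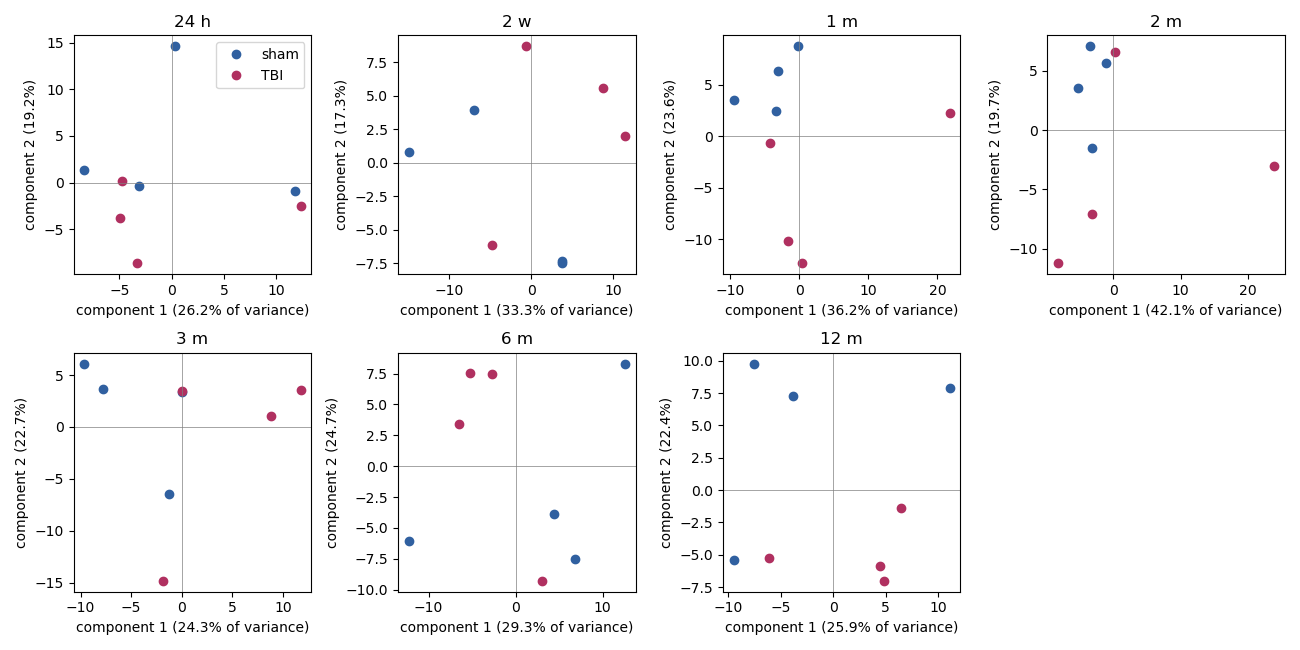
PCA of all miRNAs that passed the filter, by interval after injury, with component 1 on the horizontal axis and component 2 on the vertical axis, in units of the scaled log2 CPM. Each point is 1 rat (4 TBI and 4 sham per interval), and TBI and sham rats overlap on component 1 at every interval, while component 2 separates them at 1 m.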

Principal component analysis distinguished TBI from sham controls at all seven post-injury intervals (24 h PCA and one y PCA shown in Fig. 1B, all other time points in Fig. S1A). Four miRNAs (miR-155-5p, miR-142-5p, miR-21-5p and miR-223-5p) that were differentially modulated across multiple post-injury intervals (droplet digital PCR confirmation of miRNA expression shown in Fig. S1B), are prominently linked to immunoregulatory functions (Fig. 1C, Table S1, Supplementary References). 

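At 24 h, miR-155-5p was at 59.4 ± 11.3 CPM (SD, n = 4) in TBI rats and 9.08 ± 1.77 (SD, n = 4) in sham rats, a log2 fold change of 2.76 (standard error 0.22, adjusted p = 1.39e-05 from edgeR's quasi-likelihood test). All 4 TBI rats were above all 4 sham rats (two-sided exact permutation test, p = 0.0286, the smallest p that 4 rats against 4 allow). miR-21-5p was at 19029 ± 2282 CPM (SD, n = 4) after TBI and 5843 ± 1458 (SD, n = 4) after sham injury at 24 h, a log2 fold change of 1.7 (standard error 0.18, adjusted p = 1.15e-04). Leaving out each rat in turn moved these log2 fold changes between 2.63 and 2.86 for miR-155-5p and between 1.61 and 1.86 for miR-21-5p. For miR-142-5p the largest change was at 2 w, with 224 ± 49.3 CPM (SD, n = 4) after TBI and 131 ± 9.70 (SD, n = 4) after sham injury. Its log2 fold change there was 0.79 (standard error 0.16), with an adjusted p of 0.0676 from the quasi-likelihood test, while all 4 TBI rats were above all sham rats. The fold changes of miR-142-5p at the other intervals were 0.54 at 24 h, 0.57 at 1 m, 0.49 at 2 m, 0.35 at 3 m, 0.44 at 6 m and −0.05 at 12 m on the log2 scale, with adjusted p between 0.197 and 0.917. Despite those adjusted p-values, the 4 TBI rats lay above all 4 sham rats in miR-142-5p at 1 m, 2 m, 3 m and 6 m. Without the filter this held for 3 of the 4 TBI rats at 1 m. At 2 m it includes the shallow library of rat X747, with 18 counts of miR-142-5p. miR-223-5p was too low for the filter at every interval. In the GRCr8 annotation the gene of miR-155 neighbours its host transcript Mir155hg, that of miR-21 neighbours Vmp1, and that of miR-142 neighbours Tspoap1. Only the 5p arms of the 4 miRNAs were analysed here. The paper states that these 4 miRNAs are linked to immunoregulatory functions (Fig. 1C).

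**Figure D2:**
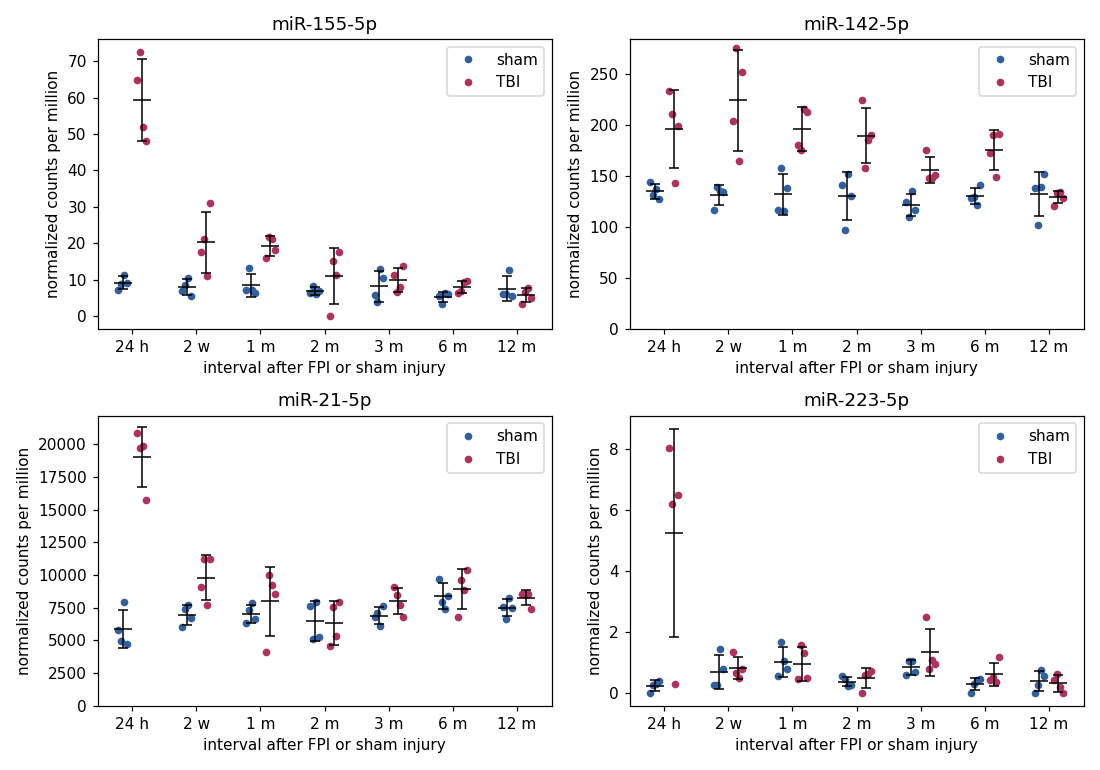
Normalized counts (CPM) of miR-155-5p, miR-142-5p, miR-21-5p and miR-223-5p (vertical axes) by interval after injury (horizontal axes). Points are rats, 4 TBI and 4 sham per interval, and the black lines are the mean ± SD, and the TBI rats are above the sham rats at 24 h for miR-155-5p and miR-21-5p, while 1 of the 4 TBI rats lies among the sham rats for miR-223-5p.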

For instance, examination of TLR (toll-like-receptor)-mediated NFκB signaling shows that multiple differentially expressed miRNAs regulate inflammatory gene expression (Fig. S1C). These observations are concordant with our previous observations of chronic dysregulation of immune response genes in the TBI rat brain^9^.

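Across the miRNAs that could be tested, edgeR's quasi-likelihood test gave 4 differentially expressed miRNAs at 24 h (of 233 tested) and 1 at 1 m (of 240 tested), all higher in TBI rats. It gave 0 at 2 w, 2 m, 3 m, 6 m and 12 m, where 21, 20, 13, 10 and 18 miRNAs had an unadjusted p under 0.05. The 4 at 24 h include miR-27a-5p, with a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.0247 from edgeR's quasi-likelihood test), and miR-20a-5p, with 0.81 (standard error 0.17, adjusted p = 0.0341). With a rat left out, the adjusted p rose above the threshold in 4 of 8 fits for miR-27a-5p (up to 0.0888) and in 5 of 8 for miR-20a-5p (up to 0.114), and for miR-20a-5p it was 0.0516 with 1 surrogate variable as covariate. miR-20a-5p was outside the list of miRNAs to be named and was added after its values were seen. At 1 m, miR-146a-5p was at 1961 ± 409 CPM (SD, n = 4) after TBI and 737 ± 110 (SD, n = 4) after sham injury. Its adjusted p stayed at or under 0.0132 in every setting tried, with each rat left out in turn included.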

To test our hypothesis that circulating miRNAs may reflect TBI-induced changes induced by focal or diffuse injuries, we performed serum miRNA PCR array analysis of rats subjected to CCI (predominantly focal) or FPI (mixed diffuse/focal). CCI and FPI produced distinct miRNA expression profiles (Fig. 1D).

### Human studies

#### Acute Injury (24–96 hours post injury)

We performed and analyzed miRNA-seq data (Fig. 2A) from archived human serum samples obtained at three post-injury intervals (24, 48 and 96 h). Demographic information for TBI patients and uninjured controls is provided in Table 1. Diagnosis of focal or diffuse TBI was based on CT imaging. Principal component analysis and hierarchical clustering clearly distinguished all TBI patients from healthy, age-matched controls (Fig. S2A–C). We identified a common set (from four statistical tests in R) of differentially expressed serum miRNAs for each individual post-injury time point (24 h in Fig. 2B, 48 and 96 h in Fig. S3). Ingenuity pathway analysis of predicted gene targets of significantly dysregulated miRNAs indicated a prominent representation of CNS pathways involved in neural plasticity, neuro-restorative processes, synaptic communication and neuroinflammation (Figs. 2B, S3A,B). Bioinformatic and pathway analysis of predicted gene targets of the top ten up- and down-regulated miRNAs in all TBI groups indicated that the same CNS pathways were impacted by TBI across all acute post-injury intervals (Figs. 2B, S3A,B). Note that the analyses of miRNAs and pathways are shown this way for clarity of presentation. We found that 23 miRNAs that target the top CNS pathways identified by IPA were similarly increased or decreased across all acute time points (Fig. 2C). With additional validation with more patient samples, a combination of these may serve as legitimate circulating biomarkers of acute TBI.

#### Focal vs diffuse injury

Due to sample limitations, statistical and bioinformatic analysis of diffuse and focal injuries were only performed for the 24 h group. Despite similar GCS and ISS (Avg GCS, diffuse 6.5, focal 7.3, Avg injury severity scores, diffuse 36, focal 30), we found that serum miRNA profiles clearly discriminate between focal and diffuse TBIs (Fig. 3A). Each injury subtype is represented by a distinct panel of up or downregulated miRNAs (Fig. S4, focal S4A, diffuse S4B). The Venn analysis (Fig. 3A) illustrates that different statistical algorithms yield different lists of “significant” miRNA variables. Therefore, we focused on miRNAs that are common to all four statistical analysis tools. Principal component analysis and hierarchical clustering clearly distinguish focal and diffuse TBIs (Fig. 3B). Pathway analysis of the predicted gene targets show that CNS signaling pathways are prominently affected by both injury subtypes (Fig. S4), but interestingly, there is a prominent representation of pathways involved in immunoregulatory functions (e.g. AMPK, PTEN, B Cell Receptor signaling)^12^ in diffuse injuries (Fig. S4B). However, the overlapping, complex regulation by differentially expressed miRNAs (Figs. 4, S5 and S6) implicated in focal and diffuse injuries illustrates the difficulties in differentiating between TBI subtypes based solely on a molecular analysis.

**Figure 3:**
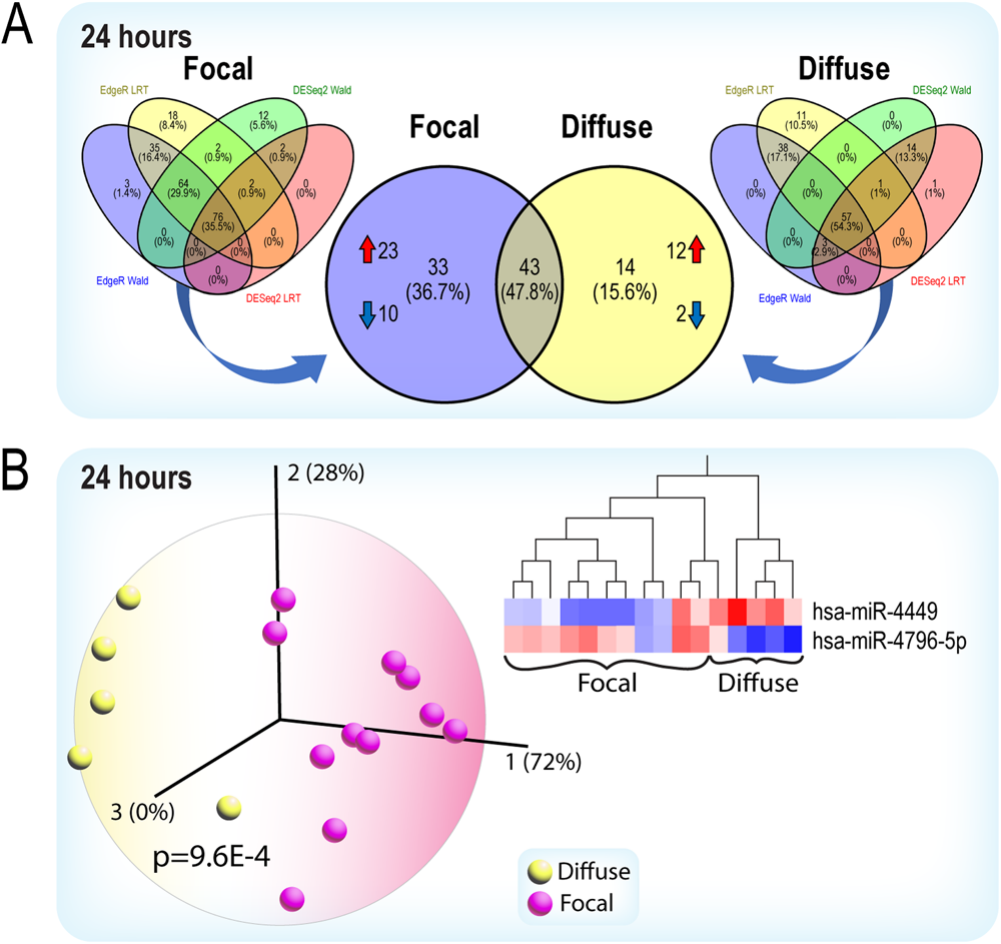
(**A**) Patients in the 24 h cohort were separated based on injury designation, into either focal or diffuse injury categories. Overlapping significant miRNAs from the LRT and Wald tests in EdgeR and DESeq2 (compared to healthy controls) in each respective group are shown in the left and right Venn diagrams. Thirty-three miRNAs (23 up and 10 down) are unique to the focal injury group (purple circle, center Venn diagram). Fourteen (12 up and 2 down) are unique to the diffusely injured group (yellow circle, center Venn diagram). (**B**) Principal component analysis and the hierarchical clustering heatmap shows that two miRNAs discriminate the focal from the diffuse injury groups. The first two principal components represent 100% of the variance in the miRNA-seq data. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) and Qlucore Omics Explorer.

**Figure 4:**
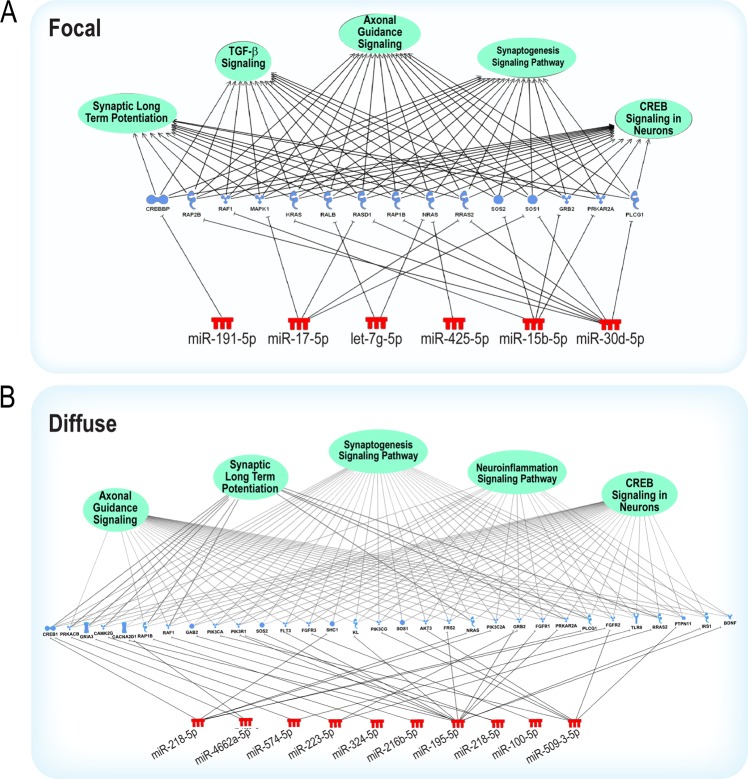
Pathway analysis reveals predicted gene targets enriched in predominately nervous system signaling pathways for focal (**A**) or diffuse (**B**) injury cohorts. miRNA colors signify increased (red) expression compared to control samples. The color of the gene targets represents the predicted direction of regulation based on target-prediction using miRDB. The green circles represent biological pathways comprising of predicted genes based on Ingenuity Pathway Analysis. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis).

#### Chronic injury (2–32 years post injury)

We analyzed miRNA-seq data from a limited number of chronic human TBI serum samples (2 to 32 years post-TBI, one [ND] identified as chronic TBI only) and age-matched controls (Fig. 5). Principal component analysis and hierarchical clustering showed that all chronic TBIs can be distinguished from age-matched controls (Figs. 5A, S7) and that differential expression of two let-7 isoforms were sufficient to identify each group (Fig. 5A). Although few individual miRNAs were commonly dysregulated across the acute and chronic TBI groups, the primary observation was that the top IPA pathways targeted by these miRNAs are similar across all acute and chronic intervals (Figs. 2B, S3 and S8). *In silico* analysis showed that four miRNAs (Fig. 5B), differentially expressed across all acute and chronic post-injury intervals, are implicated in multiple human diseases, including neuropsychiatric (e.g., depression) and neurodegenerative (e.g., Alzheimer’s and Huntington’s) disorders (Fig. 5C).

**Figure 5:**
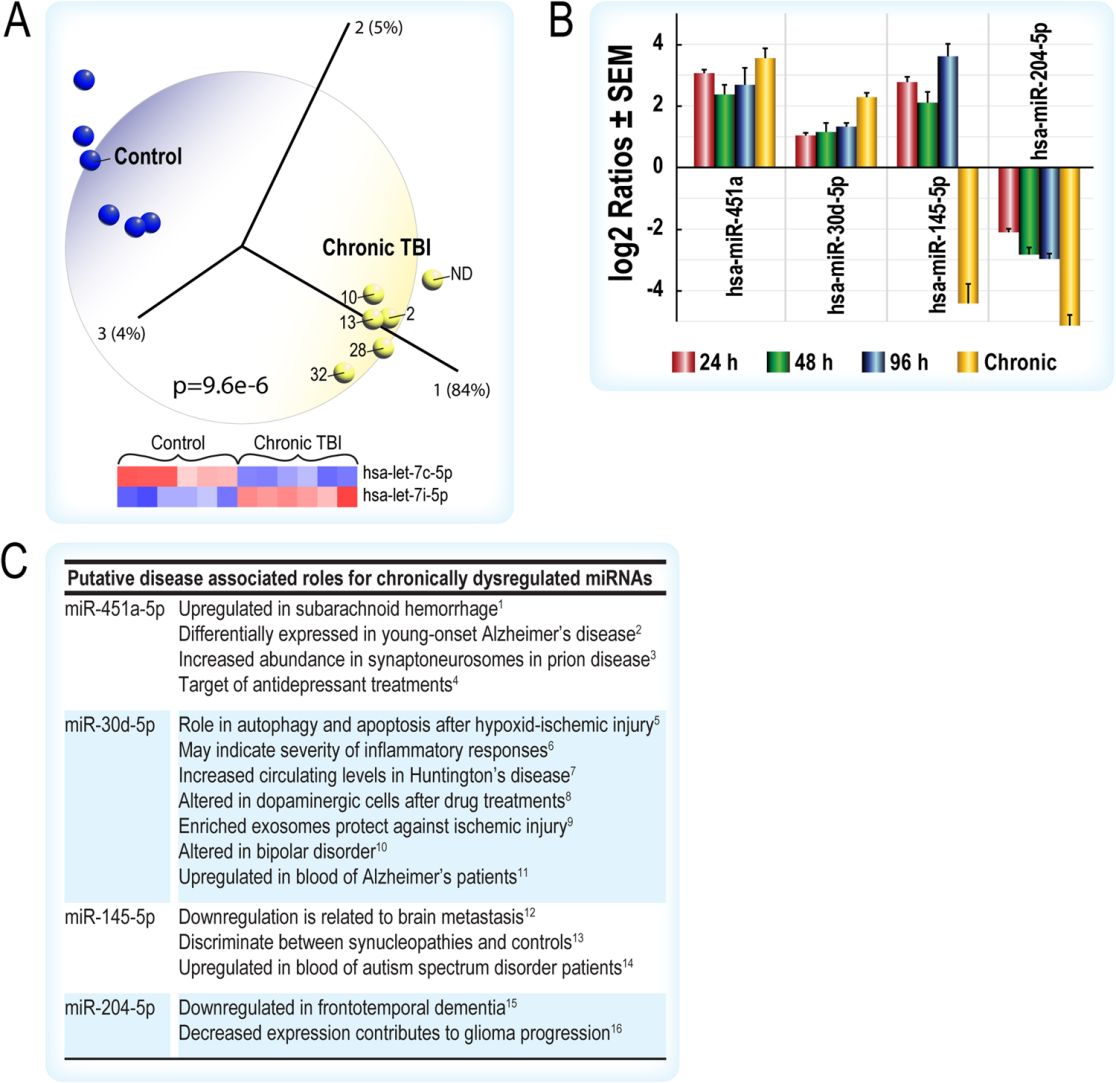
(**A**) Principal component analysis and the hierarchical clustering heatmap shows that two members of the let-7 family (hsa-let-7c-5p and has-let-7i-5p) clearly discriminates the chronic TBI cohort (2,10,13,28,32 years post-injury, one individual had no data [ND] but was classified as chronic TBI) from healthy, age-matched controls. (**B**) Four acutely up-regulated miRNAs remain dysregulated in chronic TBI patient serum. Data is displayed graphically as the log2 ratio ± SEM (y-axis) and significant miRNAs from the LRT and Wald tests in EdgeR and DESeq2 (x-axis). Red bars indicate 24 h, green 48 h, blue at 96 h post-TBI when compared to healthy controls. Orange bars indicate chronic TBI patient serum compared to healthy, age-matched controls. (**C**) miRNAs dysregulated in chronic TBI are associated with multiple brain disorders (citations in Supplemental references for Fig. 5C). Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) and Qlucore Omics Explorer.

#### Rat and human microRNA concordance

At the miRNA level, the rat and human results were not concordant. However, examination of commonly altered pathways populated by genes regulated by upregulated and downregulated miRNAs in rat and human TBI (Fig. S9) indicates persistent dysregulation of CNS pathways involved in neuroplasticity, cell-cell signaling and brain connectivity as the underlying neuropathological mechanisms of acute and chronic TBI. On the other hand, we noted the prominence of neuro-restorative signaling (i.e., axon guidance, CREB, neurotrophin signaling) in the gene targets of downregulated miRNAs.

## Discussion

This proof-of-concept study began with the goal of deciphering the underlying molecular progression of chronic TBI in the rat hippocampus using miRNA sequencing. With several insights gained from these data and from analyses of serum miRNA profiling data generated in two rat TBI models, we conducted a pilot study of human TBI using a limited number of archived acute and chronic TBI serum samples. From our survey of existing human TBI miRNA studies (see Supplemental discussion and references), we surmised that the key results of our pilot study have not been previously reported. Given the current interest in blood-based tests for human diseases^13^, bioinformatic and *in silico* analyses resulted in three key findings that may inform the potential of blood-based tests for TBI.

First, despite the relatively poor concordance of rat and human miRNA data, in both species, miRNA profiles clearly distinguish all cases of brain injury from uninjured, age-matched controls across all acute and chronic post-injury intervals. Notably, the unequivocal identification of human TBI survivors up to 32 years post-injury is not only clinically relevant but, at the molecular level, demonstrates that TBI is indeed a chronic disease process, not just a single event^14^. Moreover, a miRNA-based blood test would also serve as additional confirmation of chronic TBI obtained via neuroimaging^15^. This study also indicates that, using miRNA-seq profiling of peripheral biofluids, we would be able to study the continuum and progression of TBI at the molecular genetic level to identify therapeutic windows throughout the lifetime of TBI survivors.

Second, in both rats and humans, focal and diffuse brain injuries result in distinct serum miRNA profiles. Although a previous study showed differences in focal and diffuse injuries in living biopsies of human brain tissue^16^, we show here the first evidence that blood miRNA profiles could reflect the heterogeneity and injury-specific pathogenic changes induced in the brain by a diffuse or focal TBI which, at present, are only conclusively identifiable by sophisticated neuroimaging^15^. Given that genetic factors affect the heterogeneous presentation of TBI and functional outcome after TBI^17^, it is notable that discriminating focal from diffuse injuries by principal component analysis is congruent with the diagnosis by CT imaging. In future, we may be able to define minimally invasive circulating miRNA profiles that correspond to other specific subtypes of TBI such as hemorrhagic, penetrating and ischemic injuries.

Third, *in silico* analyses indicated that at longer times (two – 32 years) after TBI, differentially expressed miRNAs regulate critical CNS functions that are linked to well-known neuropsychiatric and neurodegenerative sequelae of TBI^18^. Given recent studies demonstrating that common neurobiological substrates (i.e. shared molecular genetic mechanisms) underlie different brain disorders^19^, these data suggest that some TBI dysregulated miRNAs may be causally implicated in the increased risk of, or may potentially serve as surrogate markers of, these brain disorders. For instance, changes in miR-199 and miR-34 have been linked to status epilepticus^20^. And chronically upregulated miR-1908-5p is predicted to regulate multiple genes involved in glutamatergic synaptic function^21^. Notably, miR-204-5p which was downregulated in chronic TBI was also reported downregulated in frontotemporal dementia^22^, a finding that suggests that this miRNA might serve as a useful biomarker of early stage, subclinical dementia in neurodegenerative disorders. TBI-dysregulated miRNAs also regulate multiple genes involved in neurodevelopmental functions^23^; Schork *et al*., showed in their study of shared risk across psychiatric disorders, that all share dysregulated expression of common gene variants that regulate neural development^24^. In fact, two isoforms of let-7, which are critically involved in brain development^25^, can identify chronic TBI patients two to 32 years post-injury. That these miRNAs are still dysregulated at 32 years after injury is evidence of long-lasting changes after a TBI, suggesting that psychological and cognitive impairment can persist for long times after TBI. Therefore, treatment of chronic TBI survivors is worthwhile.

A recent study of epigenetic dysregulation in a spectrum of Alzheimer’s Disease (AD) patients showed hypomethylation of AD-associated enhancer genes; hypomethylation of enhancers in prefrontal cortex neurons results in aberrant activation of cell cycle and upregulation of AD-associated genes such as BACE1^26^. Bioinformatic analyses indicated that these AD-associated genes are regulated by multiple TBI-associated miRNAs, notably miR-9 and miR-125, which are downregulated in chronic TBI; this suggests that these AD-associated genes are upregulated. Given evidence that TBI accelerates brain aging^27^, we found that at 24–96 h post-injury and as long as 32 years post-injury, miRNAs implicated in brain aging^28^ are still found to be dysregulated. One positive finding is that the persistent upregulation of some miRNAs, such as miR-451, in chronic TBI is a sign of a restorative response; for example, increased levels of miR-451 via diet has been shown to protect cells from oxidative stress^29^.

The rat hippocampal miRNA-seq data are largely congruent with the long-lasting immune dysregulation that we found in our recent study of chronic TBI-induced gene expression^6^ and suggests both positive and negative consequences of dysregulated miRNAs. Some fish, amphibians and reptiles have regenerative properties which are not found in humans^30^. A potential explanation is that in humans, injury-induced miRNAs such as miR-155 decreased expression of antioxidant genes such as catalase and superoxide dismutase^31^, thus inhibiting regenerative signaling^32^. Moreover, as both miR-155 and miR-223 have functional roles in mitochondria and cytoplasm^33^, their dysregulation for several months after TBI suggests persistent mitochondrial dysfunction. 

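Over the later intervals, the log2 fold change of miR-155-5p was 1.36 at 2 w (standard error 0.34), 1.23 at 1 m (0.27), 1.06 at 2 m (0.26), 0.38 at 3 m (0.38), 0.53 at 6 m (0.24) and −0.47 at 12 m (0.36). All 4 TBI rats were above all 4 sham rats at 2 w, 1 m and 6 m (two-sided exact permutation test, p = 0.0286 at each). At 2 m this held for 3 of the 4 TBI rats, and rat X747 had 0 counts of miR-155-5p in a library so shallow that 0 counts do not exclude the level of the sham rats. The difference of the mean log2 CPM at 2 m was −0.39 (exact permutation p = 1), opposite in sign to the edgeR estimate. Both values include rat X747. The difference places its 0 counts under all sham rats, a level that its depth does not show, so the change of sign is not evidence of a decrease. At 3 m and 12 m the difference was within the spread between rats, with permutation p of 0.429 and 0.400 in the exact test. At 6 m the adjusted p of miR-155-5p from edgeR's quasi-likelihood test was 0.947, and over all alternatives it ranged from 0.463 to 0.997. Without the filter, 3 of the 4 TBI rats were above all sham rats in miR-155-5p at 6 m. miR-223-5p had at most 11 counts in any library after 24 h. Its counts were 3 to 6 in TBI rats and 1 to 10 in sham rats at 2 w, 3 to 11 and 6 to 9 at 1 m, 0 to 6 and 2 to 3 at 2 m, 2 to 5 and 3 to 4 at 3 m, 1 to 4 and 0 to 2 at 6 m, and 0 to 3 and 0 to 5 at 12 m. The exact permutation p for miR-223-5p at these intervals was between 0.200 and 0.83, so that no difference was detectable at this depth.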

On the other hand, upregulation of miR-223 may reflect a protective, regenerative response. 

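In the hippocampus at 24 h, miR-223-5p had 26, 61, 1 and 35 counts in the 4 TBI libraries and 0, 3, 1 and 3 counts in the 4 sham libraries. All sham libraries were at or under 3 counts. With every sham library set to 3 counts, the mean CPM of miR-223-5p was 10.9-fold higher after TBI. This ratio ranged from 8.99 to 14.7 when each rat was left out in turn. It is not a lower bound of the injury effect, since it leaves out the counting error of the sham libraries and the spread between TBI rats. In normalized units the TBI rats were at 5.25 ± 3.41 CPM (SD, n = 4). Rat X454, with 1 count, did not exceed the sham rats, and the two-sided exact permutation test gave p = 0.0857. Without the filter on low counts, edgeR's quasi-likelihood test gave an adjusted p of 6.52e-04 among 316 miRNAs.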

MiR-223 inhibits inflammasome activation through caspase-1 and IL-1β^34^. By targeting glutamate receptors, GluR2 and NR2B, miR-223 also inhibits calcium influx and protects neurons from excitotoxic damage^35^. We also inferred that upregulation of miR-21 may contribute to neurodegenerative signaling given its role in proliferation and differentiation of neural stem cells via regulation of AKT and GSK-3β^36^.

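After 24 h, the log2 fold change of miR-21-5p in the hippocampus was 0.49 at 2 w (standard error 0.13), 0.18 at 1 m (0.23), −0.03 at 2 m (0.22), 0.22 at 3 m (0.10), 0.09 at 6 m (0.13) and 0.14 at 12 m (0.08). At 2 w the 4 TBI rats were above all 4 sham rats, with 9805 ± 1733 CPM (SD, n = 4) against 6962 ± 760 (SD, n = 4). Without the filter, 3 of the 4 TBI rats were above all sham rats at 2 w. From 1 m on the adjusted p from edgeR's quasi-likelihood test was between 0.450 and 0.980, and the exact permutation p was between 0.114 and 0.83.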

Recent studies show that the difficulties in translating rodent pathophysiological processes to human is because TBI-induced pathological changes occur on different timescales and there is a lack of a universal “conversion” rate^37^. However, we show that, despite the differences in individual miRNAs, there are many commonly affected gene targets in cellular pathways collectively affected by TBI-dysregulated miRNAs in both rat and human tissues. Thus, in lieu of focusing on individual genes or miRNAs, it may be more relevant to study the commonly modulated CNS pathways affected by TBI in both species.

In previous studies^6^, we showed in dying hippocampal neurons, miR-15b suppressed the expression of brain-derived neurotrophic factor (BDNF), a neurotrophic factor that is essential for brain survival and cognitive function^38^. Examination of the 3′UTR of the human BDNF gene shows multiple binding sites for human miRNAs chronically altered after injury, suggesting that dysregulated BDNF levels are involved in decline of cognitive functions after TBI. Given evidence of disrupted brain connectivity networks in brain diseases such as depression and Alzheimer’s^39^, our bioinformatic analysis indicated that miRNAs altered by acute and chronic TBI collectively regulate myriad gene networks involved in brain connectivity^40,41^.

We present this analysis with some caution since, in addition to the limited sample sizes in this exploratory pilot study, it is possible that some of the miRNA changes may not be specific to brain injury given that some of the TBI patients had some elements of polytrauma. Moreover, the samples were selected for simple diffuse injury and focal injury to help test our initial hypothesis. It is likely that a more general TBI population would have combinations of these injuries. We also note that, other than post-injury interval and age of survivors, we have no information about the nature of the injuries in the chronic TBI group. Finally, particularly for human studies, we need to point out that the interpretation of the functional relevance of circulating miRNA changes is based on their predicted effects on gene targets identified by miRNA target prediction algorithms. This informs and provides a cautionary note to our understanding of the potential functional roles played by any differentially expressed miRNAs in rat and human TBI.

The heterogeneity of the TBI population actually points to a reason why PCA of miRNA profiles may help identify TBI better than individual biomarkers. It is instructive to recognize that complex traits like intelligence, height and life expectancy are polygenic traits, i.e., there is no single gene that determines these characteristics; rather, the phenotype is due to huge numbers of common gene variants with tiny effect sizes^42^. In our study, PCA of transcriptome-wide miRNA expression profiles, including those with small but significant effect sizes, facilitated the clear identification of TBIs and TBI subgroups despite the variability among the patients. This type of analysis may prove to be valuable for identifying mild TBIs that are often missed at initial assessments but have been found to result in chronic cognitive impairment^43^. Our study also indicates that TBI leaves a long-lasting “miRNA fingerprint” in circulating biofluids which may serve to identify injured individuals across all post-injury intervals as well as portend risk of later neurodegenerative disorders.

To improve care for TBI, it is necessary to address the need for better characterization and mechanistic understanding of the life-long consequences of TBI, especially the cognitive and psychiatric sequelae^44^. Single outcome measures have been deemed insufficient to assess individuals after a TBI, thus multiple assessments are called for^1^. Since the idea that predictive analytics (i.e. predictive modeling, machine learning, data mining of genomic data) can improve medical care is increasingly acknowledged^45^, miRNA-sequencing of biofluids, which is becoming more cost-effective to perform, would be an ideal adjunct to current imaging modalities and neuropsychological tests^46^ that may aid in a precision-health approach towards better stratification of patients into subgroups as well as other brain disorders^8^.

## Supplementary information

Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

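The data are small RNA sequencing counts from the hippocampus of 28 TBI and 28 sham rats, 4 of each at 24 h, 2 w, 1 m, 2 m, 3 m, 6 m and 12 m. The labels call the last interval 1 year and the paper calls it 12 m or one y. Serum samples of rats and all human samples were not used here.

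The authors made the libraries with the NEBNext small RNA kit, sequenced them on a NextSeq550, trimmed adapters and counted reads per mature miRNA with miRDeep2 against miRBase, and the deposited table holds these raw counts without normalization. Each of its 56 columns carries the name of its sample, and 0 columns were left out. No miRNA name was listed more than once, and 34 of the 367 miRNAs had no reads in any library. The text of the paper does not name how reads that fit several miRNAs were divided, nor the filter and normalization used before its tests.

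Each interval was analysed on its own 8 libraries in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p of 0.05 as the threshold. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library size, and single miRNAs were also compared by two-sided exact permutation tests of log2 CPM (prior count 2) over 35 splits. Whether the injury effect differs between intervals was tested over all 56 libraries with 6 interaction terms. PCA used log2 CPM, centred and scaled, and the distance between groups was tested by permutation over the 35 splits. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

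The steps were tested on simulated counts drawn from the means and library sizes of each interval (220 to 240 miRNAs), with 60 miRNAs changed. Of the 30 changed by 2 on the log2 scale, 30 were recovered at every interval. Of the 30 changed by 1, between 24 and 27 were recovered, with 0 to 5 false calls per interval. With no miRNA changed, at most 1 was called. The simulated spread followed only the trend with expression level, without a spread of its own for each miRNA. Changing 60 miRNAs also makes the adjusted threshold easier to pass than fewer changes would. The recovery therefore does not show how many real changes of this size would be found. In the real 2 w libraries, miR-146a-5p (1.24) and miR-155-5p (1.36) did not pass the quasi-likelihood test.

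The alternatives fixed before the data were examined were the size factors of DESeq2, scaling by total count only, no filter, at least 10 counts in every library, the likelihood ratio test of edgeR, the Wald and likelihood ratio tests of DESeq2 1.42.0, miRNAs called by all 4 tests, all 56 libraries in a joint fit, 1 surrogate variable from sva 3.50.0, and leaving out each rat in turn. For PCA they were centring only, a prior count of 0.5, the scalings, the stricter filter, 10 selected miRNAs and selection by edgeR. The older quasi-likelihood fit of edgeR, and PCA of selected miRNAs without the filter, were added after the data were seen. Sequencing run was not used as a covariate, because the labels give a number within a run and not the run. In 28 pairs of libraries with the same number, the leading component of the differences came from a single pair (95.4% of its weight), which holds the shallow library of rat X747 and left this check unable to show runs. Without that pair, in a check added after the data were seen, the leading component of the other 27 pairs held 16.3% of the variance and was spread over an effective number of 9.29 pairs, under the 13.5 set as the limit before this check was run. The counts therefore gave no division into runs to use as a covariate, and an effect of the run is not excluded. At 12 m each number is shared by a sham and a TBI library, so run and injury cannot be told apart there if the sham and TBI libraries were on different runs. Rules for repeated miRNA names were not needed.

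The miRNAs named were fixed before the data were examined: those the paper names for the hippocampus, up to 3 per interval with the lowest adjusted p under 0.05, and the rat counterparts of the 4 miRNAs the paper reports in chronic human TBI. The 3p arms of miR-155, miR-142, miR-21 and miR-223 were not analysed here. No pair of libraries in a group had counts within sampling noise of each other (lowest chi-square per degree of freedom 18.7 over 84 pairs). Gene neighbours come from the GRCr8 annotation, and no coordinates are given because the counts name no genome build.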

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

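The tests of injury labels at 24 h, at 1 m and over all intervals, and those on miR-146a-5p, were chosen before their results were seen, except that the correction for 6 relations was made decisive for miR-146a-5p and miR-142-5p after its value was seen. The tests of labels at the other 5 intervals were chosen after the counts of 0 were seen.

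The injury effect differed between intervals for 7 of 244 miRNAs in the test of the 6 interaction terms by edgeR's quasi-likelihood test. The adjusted p-values were 8.83e-05 for miR-155-5p, 8.83e-05 for miR-21-5p, 0.00312 for miR-223-5p, 0.00448 for miR-146a-5p, 0.0146 for miR-425-5p, 0.0146 for miR-3065-5p and 0.0364 for miR-139-5p. When the injury labels were shuffled within each interval, 3 of 100 label sets, the real one included, gave as many miRNAs. Scaling or filter: 5 of the 7 had an adjusted p under 0.05 in each of the other settings (DESeq2's size factors, total count only, no filter and the likelihood ratio test of DESeq2). The exceptions were miR-425-5p and miR-139-5p, at 0.401 and 0.145 when libraries were scaled by total count only, so their difference between intervals cannot be told apart from the scaling. For the other 5, a change of the injury effect with time remains as a hypothesis. miR-3065-5p and miR-139-5p are outside the miRNAs fixed for naming and were named after their values were seen.

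The paper shows miR-146a-5p for rat serum and not for the hippocampus. In the hippocampus it was higher after TBI at 1 m, with a log2 fold change of 1.41 (standard error 0.20, adjusted p = 0.0012 from edgeR's quasi-likelihood test) and all 4 TBI rats above all sham rats. The log2 fold changes at 2 w, 2 m and 3 m were 1.24, 0.85 and 0.44 with adjusted p of 0.0676, 0.197 and 0.2105, and all 4 TBI rats were above all sham rats there too. In the likelihood ratio test of edgeR and the Wald and likelihood ratio tests of DESeq2, its adjusted p was 2.97e-04, 5.93e-05 and 8.81e-05 at 2 w, 0.0374, 0.0186 and 0.0203 at 2 m, and 0.105, 0.0170 and 0.0174 at 3 m. Over all alternatives it ranged from 5.93e-05 to 0.329 at 2 w, 0.0186 to 0.827 at 2 m and 0.0170 to 0.912 at 3 m. Library scaling: with total count only, the log2 fold change at 1 m was 1.34. A single rat: the lowest value with 1 rat left out was 1.31. Neither removes the difference. More miR-142-5p-bearing blood cells in the tissue may also raise miR-146a-5p. Across the 28 TBI rats, deviations from the interval means of miR-146a-5p and miR-142-5p had a Pearson r of 0.54 (permutation p = 0.0355, adjusted p = 0.213 over 6 relations) and a Spearman rho of 0.48 (permutation p = 0.0466, adjusted p = 0.140). Without the 2 rats farthest from the median of miR-142-5p, r was 0.43. The relation does not pass the correction for 6 relations, so it does not show that such cells contribute, and a part from them cannot be told apart here. The log2 fold change of miR-142-5p at 1 m was 0.57 (standard error 0.19) against 1.41 (0.20) for miR-146a-5p. A rise in proportion to miR-142-5p alone would therefore not give the whole change at 1 m. Cells with a higher ratio of miR-146a-5p to miR-142-5p than the tissue could still give it, so fold changes do not limit their part. At 2 w the values were 0.79 (0.16) against 1.24 (0.25), and at 2 m 0.49 (0.19) against 0.85 (0.21). Their standard errors leave those gaps uncertain. At 3 m they were similar (0.35 against 0.44), and miR-142-5p changed more at 24 h (0.54 against 0.43) and 6 m (0.44 against 0.27).

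At 24 h, miR-27a-5p and miR-20a-5p, which the paper does not discuss for the hippocampus, were higher after TBI with log2 fold changes of 1.00 and 0.81 (adjusted p 0.0247 and 0.0341 from edgeR, up to 0.0888 and 0.114 over all alternatives). In both, all 4 TBI rats were above all 4 sham rats. No biological explanation was tested. The 24 h comparison as a whole was matched by 1 of the 35 splits of the 8 rats, the real one, in the number of miRNAs with adjusted p under 0.05, and the 1 m comparison likewise by 1 of 35. At 2 w, 2 m, 3 m, 6 m and 12 m, where no miRNA passed and 21, 20, 13, 10 and 18 miRNAs had an unadjusted p under 0.05, 35 of 35 splits gave as many, which holds for any count of 0. The highest count in any split at these intervals was 0, 4, 1, 8 and 1, in the same order. Arbitrary splits at 2 m and 6 m thus gave as many miRNAs as the real split at 24 h, or more.

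In 8 of 85 groups of 4 rats, a rat lay far from the other 3, where chance gives about 1 in 20, or 4.25 groups. For miR-155-5p these were sham rat X795 at 1 m (13.2 CPM, the others 6.22 to 7.24) and sham rat X79 at 12 m (12.5, the others 5.52 to 5.95). Without X79 the log2 fold change of miR-155-5p at 12 m was −0.022. For miR-142-5p it was TBI rat X52 at 3 m (175 against 148 to 151), and for miR-21-5p TBI rat X84 at 12 m (7410 against 8518 to 8566). For miR-146a-5p they were TBI rat X750 at 2 m (1961 against 1091 to 1164) and TBI rat tube57 at 6 m (685 against 864 to 899). For miR-204-5p they were TBI rat X769 at 1 m (4852 against 1456 to 2010) and sham rat X79 at 12 m (18825 against 1975 to 2351). The high miR-204-5p of X79 is taken up under the other observations. For the others no explanation was tested, and with this many groups part of them are expected by chance.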

How the results depend on the processing

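The counts of differentially expressed miRNAs changed with the test, with the libraries in the fit and with the rats left out. With the likelihood ratio test of edgeR they were 8 at 2 w, 5 at 1 m and 2 at 2 m, against 0, 1 and 0 with the quasi-likelihood test (21, 43 and 20 at an unadjusted p under 0.05). The Wald test of DESeq2 gave 7 at 2 w, 5 at 1 m, 1 at 2 m and 1 at 3 m, and its likelihood ratio test 6, 5, 1 and 1. With all 56 libraries in a joint fit, 8 miRNAs passed at 24 h, 4 at 2 w, 37 at 1 m and 2 at 2 m. At 1 m there were 3 without the filter, 2 with at least 10 counts in every library and 3 with 1 surrogate variable. The cause was not tested in any of these. At 6 m, the count was 0 in all 19 alternatives, with 10 miRNAs at an unadjusted p under 0.05 in the quasi-likelihood test. Across the 8 fits that each left out 1 rat, the counts ranged from 2 to 5 at 24 h, 0 to 7 at 2 w, 1 to 7 at 1 m, 0 to 2 at 2 m, 0 to 0 at 3 m, 0 to 0 at 6 m and 0 to 1 at 12 m. The older quasi-likelihood fit of edgeR, chosen after the data were seen, gave the same number of miRNAs as the newer fit at each of the 7 intervals.

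The log2 fold changes of miR-155-5p and miR-21-5p at 24 h kept their direction and an adjusted p under 0.05 in all 18 alternatives. For miR-155-5p at 2 w, the likelihood ratio test of edgeR (1.36), the Wald and likelihood ratio tests of DESeq2 (1.36 in both) and the joint fit (1.35) brought the adjusted p under 0.05. At 1 m the same was true without the filter (1.18), with at least 10 counts in every library (1.23), with the likelihood ratio test of edgeR (1.20), with both tests of DESeq2 (1.20), in the joint fit (1.15) and with 1 surrogate variable (1.14). At 2 m only the likelihood ratio test of edgeR did so (1.05). For miR-142-5p the joint fit did so at 24 h (0.54) and 1 m (0.52), and at 2 w so did the likelihood ratio test of edgeR (0.77), both tests of DESeq2 (0.77) and the joint fit (0.75). miR-21-5p at 2 w passed with the likelihood ratio test of edgeR and both tests of DESeq2 (0.49 in each). Over all alternatives the adjusted p of these results ranged from 0.00337 to 0.565 (miR-155-5p, 2 w), 0.00139 to 0.206 (miR-155-5p, 1 m), 0.0374 to 0.827 (miR-155-5p, 2 m), 2.43e-04 to 0.329 (miR-142-5p, 2 w) and 0.0175 to 0.565 (miR-21-5p, 2 w). The cause was not tested.

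Across the fits that each left out 1 rat, the log2 fold change ranged from 1.06 to 1.57 for miR-155-5p at 2 w, 1.04 to 1.44 at 1 m, 0.66 to 0.93 for miR-142-5p at 2 w and 0.41 to 0.59 for miR-21-5p at 2 w. It changed sign for miR-142-5p at 12 m (−0.12 to 0.037) and for miR-21-5p at 1 m (−0.0072 to 0.40) and at 2 m (−0.13 to 0.11), and with 1 surrogate variable miR-21-5p at 2 m was 0.057. The fold of miR-223-5p at 24 h, with the sham libraries set to 3 counts, was between 8.99 and 14.7 in its 10 alternatives, within the spread between rats.

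Of the other miRNAs, some small log2 fold changes reversed in sign. With 1 surrogate variable these were miR-451-5p at 24 h (0.037), miR-204-5p at 1 m (−0.24), miR-145-5p at 2 m (−0.074) and 3 m (−0.084) and miR-425-5p at 3 m (0.048). With total count only they were miR-204-5p at 1 m (−0.10), miR-145-5p at 2 m (−0.082) and the log2 fold change of miR-30d-5p at 6 m (0.00622). Without the filter miR-204-5p at 1 m was −0.059, and in the joint fit it was −0.051 and miR-425-5p at 2 w −0.013. Leaving out 1 rat reversed miR-451-5p at 24 h (−0.27 to 0.43), 2 w (−0.13 to 0.27), 3 m (−0.14 to 0.42) and 12 m (−0.27 to 0.51), miR-145-5p at 24 h (−0.27 to 0.28), 1 m (−0.13 to 0.15), 2 m (−0.32 to 0.22), 3 m (−0.010 to 0.15) and 6 m (−0.018 to 0.24), miR-204-5p at 24 h (−0.67 to 0.15), 2 w (−0.28 to 0.035), 1 m (−0.52 to 0.39) and 6 m (−0.17 to 0.042), miR-30d-5p at 2 w (−0.069 to 0.17) and 6 m (−0.065 to 0.046), miR-425-5p at 2 w (−0.029 to 0.025) and 3 m (−0.077 to 0.034), and miR-146a-5p at 12 m (−0.17 to 0.26). Beside these reversals, 15 values of these other miRNAs moved past the threshold, 10 fell short of it and 831 did neither.

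The number of miRNAs whose injury effect differs between intervals was 7 in the main fit and ranged from 6 to 11 over its 4 alternatives. The likelihood ratio test of DESeq2 gave 11. In PCA of all expressed miRNAs, the permutation p at 2 w was 0.0286 when miRNAs were centred and not scaled. With 1 rat left out it ranged from 0.0286 to 0.114 at 1 m, 0.0286 to 0.686 at 2 m and 0.0286 to 0.200 at 12 m. In PCA of 3 selected miRNAs, 20 of the 35 splits at 2 m were separated when edgeR made the selection. The cause was not tested.

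Sequencing run as a covariate was not run, since the counts gave no division of the libraries into runs, and rules for repeated names did not apply. miR-155-5p, miR-346 and miR-451-5p at 2 m had no value under the filter of 10 counts in every library, which rat X747 did not meet. Depth limits the 2 m interval, where 0 counts in that library of 69628 counts do not exclude a level of up to 43.1 CPM, and miR-223-5p at all intervals.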

Differences from the paper's values

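The paper gives an average of 1.3 M reads mapped to miRNAs per sample, rat and human together, while the mean total of the 56 deposited rat libraries was 5.85 M (SD 2.51 M). No alternative bears on this value. At every interval miR-3084b-5p and miR-3084c-5p had identical fold changes, standard errors and p-values, and so did miR-299a-3p and miR-299b-3p. Reads that fit several miRNAs may therefore be counted more than once in these totals, and how far this raises them was not tested. In the right panel of Fig. 1B, the first component of miR-142-5p, miR-346 and miR-425-5p holds the paper's about 83% of the variance (Fig. 1B, read by eye), and in the 12 m libraries it held 45.3%. When the miRNAs were centred and not scaled it held 72.4%, which is within 1.5 times the paper's value, and this alternative was set before the data were examined. In the 6 m libraries the same 3 miRNAs gave 87.0% scaled and 87.4% not scaled, in the 2 m libraries 84.9% and 87.5%, in the 24 h libraries 65.5% and 74.4% and in the 1 m libraries 63.4% and 77.3%, with the groups apart on the scaled first component at these 4 intervals. In the 2 w libraries they gave 50.04% and 82.8%, and in the 3 m libraries 63.0% and 66.3%, without separation. These intervals were examined after the data were seen.

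The paper shows miR-142-5p higher and miR-346 and miR-425-5p lower after TBI at 1 year in Fig. 1B, with the groups apart. In the 12 m libraries these 3 miRNAs differed by −0.0092, −0.10 and −0.061 on the log2 scale and their first component did not separate the groups. The paper states that PCA separated TBI from sham at all 7 intervals. PCA of all expressed miRNAs gave a permutation p of 0.0286 at 1 m and between 0.0857 and 0.600 at the others. PCA of 3 selected miRNAs separated the groups at all 7 intervals, and centring without scaling gave 0.0286 at 2 w.

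Fig. 1C marks 11 bars as significant, with * where both the Wald and the likelihood ratio test passed and # where either did. Of the 10 that could be tested, edgeR's quasi-likelihood test gave an adjusted p under 0.05 for 2, miR-155-5p and miR-21-5p at 24 h. That test alone is stricter than the paper's #. At least 1 of the 4 tests passed miR-155-5p at 24 h, 2 w, 1 m and 2 m. The same held for miR-142-5p at 2 w and for miR-21-5p at 24 h and 2 w. The settings in which the bars not called by the quasi-likelihood test passed, apart from fits without 1 rat, were as follows. miR-155-5p passed at 2 w with the likelihood ratio test of edgeR, both tests of DESeq2 and the joint fit of 56 libraries, at 1 m with these and without the filter, with at least 10 counts in every library and with 1 surrogate variable, and at 2 m with the likelihood ratio test of edgeR. miR-142-5p passed at 24 h in the joint fit, and at 2 w with the likelihood ratio test of edgeR, both tests of DESeq2 and the joint fit. miR-21-5p passed at 2 w with the likelihood ratio test of edgeR and both tests of DESeq2. With 1 rat left out, miR-155-5p at 2 w passed in 1 of 8 fits and at 1 m in 2 of 8, and miR-142-5p and miR-21-5p at 2 w in 1 of 8 each. No setting passed miR-142-5p at 3 m or miR-21-5p at 1 m. The bar of miR-223-5p at 24 h is marked too. It failed the filter here and passed in all 4 tests without the filter, with adjusted p between 1.99e-05 and 6.52e-04. The paper describes the 4 miRNAs as changed over multiple intervals, and for miR-223-5p no difference was detectable after 24 h.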

Other observations

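The tests on selected miRNAs, on the right panel of Fig. 1B and on miR-204-5p were chosen after the results were seen.

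Selection of the miRNAs by the same labels: PCA of 3 miRNAs chosen by a test of TBI against sham put the groups apart in 242 splits out of 35 at each of 7 intervals, most of them arbitrary. Separation in PCA after such a selection may therefore come from the selection alone, and does not tell the injury groups from arbitrary ones at any interval. This concerns the PCA of selected miRNAs and not the comparisons at 24 h and 1 m, where only the real split gave as many differentially expressed miRNAs.

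The right panel of Fig. 1B is labelled 1 y. Its 3 miRNAs, miR-425-5p, miR-346 and miR-142-5p, had the 3 lowest linear-model p-values of the 304 miRNAs of the 6 m libraries without a filter on low counts (0.00421, 0.00571 and 0.00631), so that the panel was drawn from the 6 m libraries is a candidate explanation (worst rank 3). At 12 m the best of the 3 ranked 62 of 315. At 6 m the match depends on the setting: over 20 settings of scaling, filter, prior count and test, the 3 miRNAs had the 3 lowest p-values in 8 and were among the 10 lowest in 19, and their worst rank was 5 with the filter and TMM normalization and 38 in edgeR's quasi-likelihood test. Another scaling, filter or prior count at 12 m does not bring them forward, since over 20 settings the best value of their worst rank was 168. An exchange of the 6 m and 12 m labels in the deposited table is not borne out either: the last bars of Fig. 1C for miR-155-5p, miR-142-5p and miR-21-5p lay on average 0.030 from the log2 fold changes of the libraries labelled 12 m and 0.496 from those labelled 6 m. At 6 m the 4 TBI rats were above all sham rats in miR-142-5p and below all sham rats in miR-346. For miR-425-5p, 4 of the TBI rats were below all sham rats without the filter and 3 with it. Separation is not limited to 6 m. Without the filter, the first component of these 3 miRNAs also separated the groups at 24 h, 1 m and 2 m. At 24 h all 3 changed in the directions of the panel (log2 differences 0.51, −0.26 and −0.15 for miR-142-5p, miR-346 and miR-425-5p, which ranked 9, 28 and 17 of 316), while miR-425-5p was higher after TBI at 1 m (0.26) and 2 m (0.33).

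In sham rats X57 and X60 at 3 m and X79 at 12 m, miR-204-5p was between 17935 and 20337 CPM, and in the other 53 libraries at most 5009. Choroid plexus in the dissected tissue is a candidate source: of 6 other miRNAs from a list for choroid plexus and ciliated epithelium, 5 had the same 3 highest libraries (miR-211-5p, miR-448-5p, miR-764-5p, miR-34b-5p and miR-34c-5p), and miR-449a-5p did not. miR-1912-5p, also on the list, had counts in 2 libraries and was not among the 6, and its highest value was not in these 3 libraries. Reads shared between miR-204-5p and miR-211-5p would not raise the 4 others. Library depth: the 3 libraries ranked from 14 to 39 of 56 by total count. The list was written after the values were seen. The log2 fold changes of miR-204-5p of −1.50 at 3 m and −1.75 at 12 m (adjusted p 0.547 and 0.426 from edgeR's quasi-likelihood test) rest on groups that hold these libraries. With 1 rat left out in turn, they ranged from −1.82 to −1.03 at 3 m and from −2.04 to −0.19 at 12 m. X57 and X60 are both in the sham group at 3 m, so leaving out 1 rat never removes both. The range at 3 m therefore does not show what the change would be without them.

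The miRNAs miR-183-5p, miR-182 and miR-96-5p varied widely across libraries of both groups. They are outside the miRNAs fixed for naming and were named after their values were seen. At 2 w miR-183-5p was lower after TBI in 3 of the 4 tests, with an adjusted p of 0.0033 in the likelihood ratio test of edgeR, 0.0166 in the Wald test of DESeq2 and 0.0350 in its likelihood ratio test, and not in the quasi-likelihood test (log2 fold change −3.04, adjusted p 0.158). miR-96-5p passed there in the likelihood ratio test of edgeR (0.00929) and the Wald test of DESeq2 (0.0389), and miR-182 in the likelihood ratio test of edgeR (0.0288). By rat, 2 of the 4 TBI rats were below all sham rats in miR-183-5p at 2 w. miR-183-5p ranged from 4.45 to 579 CPM (median 18.4), with the highest values in TBI rat X83 at 12 m (579), sham rat tube18 at 2 w (292), sham rat X78A at 3 m (229) and TBI rat X62 at 3 m (174).

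The paper reports miR-451, miR-30d-5p, miR-145-5p and miR-204-5p in human serum. In the rat hippocampus the log2 fold changes with the lowest adjusted p by edgeR's quasi-likelihood test were 0.52 for miR-30d-5p at 1 m (0.196) and −1.20 for miR-451-5p at 1 m (0.198), and none of the 4 had an adjusted p under 0.05 at any interval in that test. At 1 m all 4 TBI rats were above all 4 sham rats in miR-30d-5p (exact permutation p = 0.0286, the smallest possible), and its adjusted p was 0.0134 in the joint fit of 56 libraries. For miR-451-5p at 1 m the adjusted p was 0.00677 without sham rat X784. Over all alternatives the adjusted p at 1 m ranged from 0.0134 to 0.417 for miR-30d-5p and from 0.00677 to 0.417 for miR-451-5p.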
